A study of Mus musculus with 18 samples. Its data were reported in "Vasculogenic tissue nanotransfection accelerates functional recovery after peripheral nerve injury" (2026).

How the data were processed

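Bulk RNA sequencing was performed on sciatic nerve tissue of mice collected at week 13 after surgery. The data comprised 18 libraries, each from 1 animal, in 5 groups. Control nerves were uninjured. In the cut no repair group a segment of the nerve was removed and the gap was left open. In the graft only group the gap was bridged with a nerve from another mouse of the same inbred strain, called an isograft. In the sham TNT and *EFF* TNT groups the isograft was first treated by tissue nanotransfection, abbreviated TNT, which delivers plasmid DNA into tissue through a nanochannel chip and an electric pulse. The *EFF* plasmids encoded the transcription factors *Etv2*, *Fli1* and *Foxc2*, and the sham plasmid was the empty vector. Groups were taken from the sample labels, which gave control 4 libraries, graft only 4, sham TNT 4, *EFF* TNT 3 and cut no repair 3.

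The authors had the libraries prepared from poly-A RNA and sequenced by a commercial provider, whose pipeline removed low-quality and adapter-containing reads, aligned the rest to the mouse genome with HISAT2 and assigned them to genes with featureCounts. The deposited count table held whole-number read counts for 54532 genes in the 18 libraries, with no normalization. The authors also deposited an FPKM table for the same genes and libraries, in which each count was divided by gene length and by an effective library size that was between 0.512 and 1.21 times the library's total count. Gene positions in both tables are those of the GRCm38 build, and the strand setting of the read assignment was not stated. All per-sample columns of both tables were used, so 0 were left out. No raw reads were used here.

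Total counts per library were between 15931590 and 26164313. The smallest abundance that a library could show was taken as 3 counts, which corresponded to between 0.115 and 0.188 CPM, which is the count scaled to a common library total. For shares of counts given for single libraries, 95% Wilson confidence intervals were computed. Such intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Abundances of single genes are given as CPM after scaling with edgeR's trimmed mean of M values (TMM).

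Differential expression was tested in 8 comparisons with the edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), using estimateDisp and glmQLFit with robust estimation, glmQLFTest, TMM scaling and the filterByExpr filter. Each fit held only the libraries of its 2 groups and had no covariate. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested in that comparison. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were obtained from the fold change and the square root of the test's F ratio. For the genes that the study displayed for *EFF* TNT against control, sham TNT and graft only, the p-values were in addition adjusted over that list alone. Those lists were the study's own selections from these data, so the number called with the list-alone adjustment shows no stability.

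Marker sets for 8 tissue components were written down in advance. They covered endothelium, Schwann cell myelin, repair Schwann cells, skeletal muscle, macrophages, fibroblast matrix, adipocytes and lymphocytes. The score of a set was the mean of log2 CPM with a prior count of 2 over its genes tested in a comparison, scaled within that comparison. The score of a group can therefore differ between comparisons. Scores of single libraries were computed over all genes of the set in the 18 libraries. The effect was the difference between the group means of the score. Each set was tested in each comparison with fry, the rotation gene set test of limma 3.58.1, with a two-sided directional p. The resulting 64 p-values were adjusted together by the Benjamini-Hochberg method. Group scores were also compared with two-sided exact permutation tests, for which the smallest possible p is 0.0286 with 3 libraries against 4 or 4 against 4, and 0.1 with 3 against 3.

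Genes named in the text were fixed by rule. They were the 3 delivered factors, the genes the study displayed, *Pecam1*, *Mbp*, *Nefh* and *S100b* (genes of proteins that were stained in the study), and for each comparison up to 3 genes per direction. The latter were those with the largest absolute log2 fold change among called genes with an average log2 CPM of at least 3 and with all libraries of one group above all libraries of the other. Not every gene that met this rule is reported here.

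Comparisons, tests, marker sets, naming rule and most alternatives were chosen before the data were examined. The alternatives for gene counts were a fit of all 18 libraries, DESeq2 1.42.0 (the tool the study used), RLE size factors in place of TMM, no low-count filter, a filter of 10 counts in every library, an absolute log2 fold change of at least 2, no fold change threshold, the replicate number as a block, a covariate for libraries with *Xist* against libraries with Y chromosome gene reads, limma-trend on the FPKM values with a pseudocount of 1 or 0.1, and leaving out each library in turn. For marker sets they also included limma's camera and the exact permutation test of the scores. A covariate for the skeletal muscle score and limma voom with sample quality weights were added after the data had been seen. Replicate numbers were those of the sample titles, and libraries with the same number in different groups came from different animals. The treatment entry of the labels numbers some libraries differently, and whether a number marks a shared condition is not known. Groups compared shared between 2 and 4 numbers. Where only 2 or 3 were shared, a fit with the block kept little to estimate error from. A count of 0 there cannot decide whether calls hold.

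The procedures were tested on simulated counts with 200 genes changed by a log2 fold change of 2. Means and spread came from *EFF* TNT against control for 3 libraries against 4, and from sham TNT against graft only for 4 against 4. For 3 against 3 they came from *EFF* TNT against cut no repair. Each design was simulated once, and the designs differ in more than the number of libraries. With 3 libraries against 4, the edgeR test recovered 55.5% of the changed genes, and 2.63% of its calls were unchanged genes. With 4 against 4 these values were 90.5% and 4.23%, and with 3 against 3 they were 26.5% and 7.02%. DESeq2 recovered 78.5%, 93.0% and 74.5% of the changed genes in these 3 designs, and 35.4%, 15.5% and 34.9% of its calls were unchanged genes. The fry test found a changed set of 15 genes in each of the 3 designs and called 0 unchanged sets.

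Relations between 2 measures across libraries were examined with Pearson's r and Spearman's rho, with p-values from 100000 permutations. Their smallest possible p is 1e-05. The p-values of the 11 relations computed were adjusted together by the Benjamini-Hochberg method. The batch entry in the labels was different for every library, so no comparison within batches could be made. The functional, histological and earlier sequencing experiments of the study were not analysed here.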

Results

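Gene expression was measured by RNA sequencing in the sciatic nerves of 18 mice at week 13 after surgery. The groups were control (n = 4), graft only (n = 4), sham TNT (n = 4), *EFF* TNT (n = 3) and cut no repair (n = 3), and the gap in the injured nerves was 1 cm. Total counts of control replicates 2, 3, 4 and 5 were 22739083, 22555213, 23016612 and 19630225. In the graft only group, replicates 1, 2, 4 and 5 had 21979197, 21599566, 25620436 and 22922632 counts. Sham TNT replicates 2, 3, 4 and 5 had 21921665, 18725983, 21512446 and 26164313 counts. The 3 *EFF* TNT libraries had 18558976, 25596199 and 15931590 counts in replicates 1, 2 and 3, and the 3 cut no repair libraries had 25874755, 21921900 and 20969179. Between 18894 and 24077 genes had at least 1 count in a library. Of the 153 pairs of libraries, 0 were identical.

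The share of counts that fell on skeletal muscle marker genes differed widely between libraries of the same group. In the control group it was 0.110% in replicate 2, 14.01% in replicate 3, 0.00440% in replicate 4 and 0.0427% in replicate 5. In the *EFF* TNT group it was 0.00842%, 3.13% and 5.93% in replicates 1, 2 and 3. The cut no repair libraries had 15.2%, 22.02% and 6.001%, sham TNT libraries had between 0.0875% and 6.603%, and graft only libraries had between 0.3402% and 8.43%. The widest 95% Wilson interval of these shares, in cut no repair replicate 2, reached 0.0173 percentage points to either side. A principal component analysis was run on log2 CPM of the 18 libraries. The first component carried 41.5% of the variance, with its highest scores in cut no repair replicate 2 (185), cut no repair replicate 1 (108) and control replicate 3 (103) and its lowest in *EFF* TNT replicate 1 (-86.2). The second component carried 23.6%, and its lowest scores belonged to control replicates 4 (-149) and 3 (-118).

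**Figure D1:**
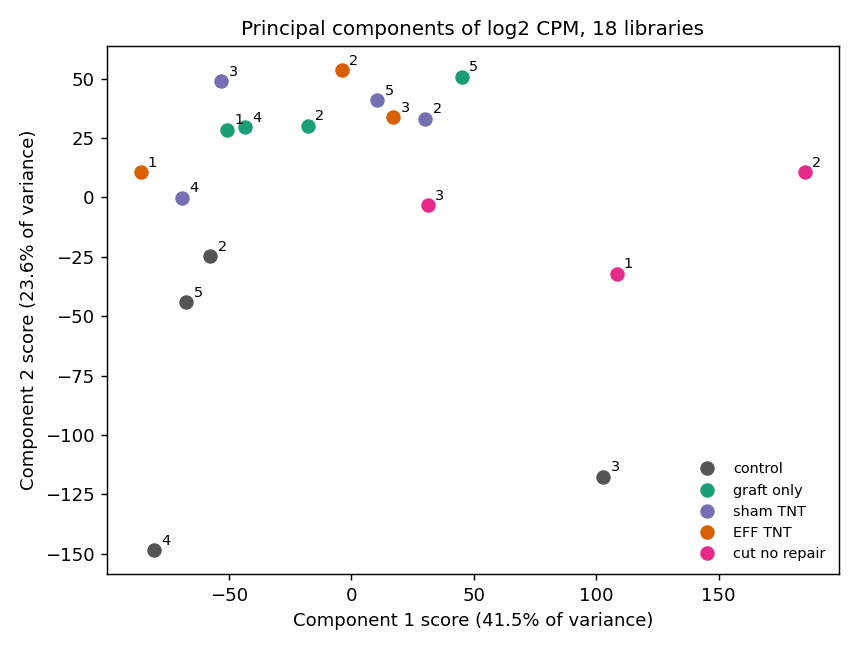
Scores of the 18 libraries on components 1 (horizontal, 41.5% of the variance) and 2 (vertical, 23.6%) of log2 CPM, with a point per library, colour for the group and the replicate number beside it. Control replicate 3 lies at 103 on component 1, apart from the other control libraries, and the *EFF* TNT, sham TNT and graft only libraries overlap.

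The comparison of *EFF* TNT with control asked how nerves that received reprogrammed grafts differed from uninjured nerves. Of 17254 genes tested with edgeR, 487 were called (adjusted p of at most 0.05 after Benjamini-Hochberg correction and absolute log2 fold change of at least 1), of which 69 were higher and 418 lower in *EFF* TNT. The smallest adjusted p was 0.0407, just under the threshold, and 3812 genes had an unadjusted p below 0.05. Because the 2 groups share replicate numbers, the deviations of same-numbered libraries from their group means were compared across genes, and their mean correlation was 0.335 (across genes, which are not independent replicates). The 2 same-numbered pairs gave 0.0737 and 0.596. Pairs with different numbers averaged -0.0843 and ranged from -0.676 to 0.596, so the mean does not show that a number marks a shared condition. With the replicate number as a block, 0 genes were called, and 1494 had an unadjusted p below 0.05. The count moved farthest with DESeq2, which called 1521 genes, 632 higher and 889 lower. Leaving out 1 library gave between 0 and 646 called genes over 7 fits.

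By the naming rule, the genes with the largest decreases in *EFF* TNT were *Them5*, *Pla2g5* and *Cnmd*. *Pla2g5* (ENSMUSG00000041193, GRCm38 chromosome 4, 138799244 to 138863482, minus strand) was at 1.78 ± 0.253 CPM (SD, n = 3) in *EFF* TNT and at 18.7 ± 7.70 CPM (SD, n = 4) in control. Its log2 fold change was -3.39 with a standard error of 0.39 (edgeR, Benjamini-Hochberg adjusted p = 0.0407), and 3 of 3 *EFF* TNT libraries lay below all controls. *Them5* had a log2 fold change of -3.49 (SE 0.62) and *Cnmd* of -3.23 (SE 0.54). The largest increases were those of *Adam8*, *Gpnmb* and *Cd300a*. *Gpnmb* (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929, plus strand) was at 423 ± 150.0 CPM (SD, n = 3) in *EFF* TNT and at 78.4 ± 40.9 CPM (SD, n = 4) in control, a log2 fold change of 2.44 (SE 0.42, edgeR, Benjamini-Hochberg adjusted p = 0.0419) with 3 of 3 libraries above all controls. *Adam8* rose by a log2 fold change of 2.47 (SE 0.47) and *Cd300a* by 2.33 (SE 0.38). With the replicate block the directions of these 6 genes were the same, with log2 fold changes of -4.09 for *Them5*, -3.42 for *Pla2g5*, -3.84 for *Cnmd*, 2.57 for *Adam8*, 2.58 for *Gpnmb* and 2.28 for *Cd300a*, and none of the 6 was called.

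Delivered factors were examined first among the genes named in advance. *Etv2* (ENSMUSG00000006311, chromosome 7, 30633616 to 30635852, minus strand) had 0 counts in all 18 libraries, so its transcript was not detectable at this depth, where 3 counts correspond to between 0.115 and 0.188 CPM. *Fli1* (ENSMUSG00000016087, chromosome 9, 32422204 to 32542861, minus strand) was at 23.5 ± 4.07 CPM (SD, n = 3) in *EFF* TNT against 16.98 ± 3.87 CPM (SD, n = 4) in control. This was a log2 fold change of 0.47 (SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.223), with 3 of 3 libraries above all controls. *Foxc2* (ENSMUSG00000046714, chromosome 8, 121116171 to 121118895, plus strand) was at 11.5 ± 2.79 CPM (SD, n = 3) against 18.8 ± 14.3 CPM (SD, n = 4), a log2 fold change of -0.68 (SE 0.72, edgeR, Benjamini-Hochberg adjusted p = 0.638) that was smaller than the spread among controls. With the replicate block the log2 fold changes were 0.54 for *Fli1* and 0.014 for *Foxc2*, a reversal for the latter. In the sham TNT group, which received no factor, *Fli1* was at 23.0 ± 3.54 CPM (SD, n = 4) and *Foxc2* at 11.2 ± 1.66 CPM (SD, n = 4).

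The vasculogenic, axonogenic and myogenic genes that the study displayed for *EFF* TNT against control comprised 39 genes, all of which were tested. Of these, 33 were higher in *EFF* TNT, and 22 had an unadjusted p below 0.05. The number called was 0 with adjustment over all tested genes and 14 with adjustment over the list alone, all 14 higher, with a smallest list-adjusted p of 0.0206 in the edgeR test with Benjamini-Hochberg correction. DESeq2 moved the count over all genes farthest, to 14, while the replicate block gave 0. *Mfge8* (ENSMUSG00000030605, chromosome 7, 79133768 to 79149060, minus strand) was at 299 ± 96.6 CPM (SD, n = 3) against 97.1 ± 40.6 CPM (SD, n = 4). Its log2 fold change was 1.63 (SE 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.0594), with 3 of 3 libraries above all controls, and 1.80 with the block. *Plau* (ENSMUSG00000021822, chromosome 14, 20836660 to 20843385, plus strand) was at 86.2 ± 16.1 CPM against 31.2 ± 23.95 CPM, a log2 fold change of 1.47 (SE 0.63, edgeR, Benjamini-Hochberg adjusted p = 0.233, 3 of 3 libraries above all controls), and 1.10 with the block. *Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369, minus strand) was at 161 ± 53.8 CPM against 81.6 ± 79.5 CPM. That log2 fold change of 0.91 (SE 0.86, edgeR, Benjamini-Hochberg adjusted p = 0.596) did not exceed the spread among controls, 1 of 3 libraries lay above all controls, and the block gave 0.44. For *Myh1*, a muscle myosin gene, the log2 fold change of -3.75 had a standard error of 3.45 and rested on control replicate 3, at 4601 CPM, where the next control was at 9.10 CPM. The block gave -0.47 for this gene.

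Among the genes of proteins stained in the study, 3 were lower in *EFF* TNT than in control in 3 of 3 libraries. *Mbp*, which encodes myelin basic protein (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637, plus strand), was at 3859 ± 1121 CPM (SD, n = 3) against 14574 ± 4482 CPM (SD, n = 4), where control replicate 4 reached 21274 CPM and the next control 12628 CPM. The log2 fold change was -1.90 (SE 0.35, edgeR, Benjamini-Hochberg adjusted p = 0.0427), and -1.94 with the block. *S100b* (ENSMUSG00000033208, chromosome 10, 76253853 to 76261159, plus strand) was at 135 ± 43.3 CPM against 563 ± 200.1 CPM, a log2 fold change of -2.04 (SE 0.34, edgeR, Benjamini-Hochberg adjusted p = 0.0407), and -2.03 with the block. *Nefh* (ENSMUSG00000020396, chromosome 11, 4938754 to 4948064, minus strand) was at 1.37 ± 0.568 CPM against 7.25 ± 3.91 CPM, a log2 fold change of -2.37 (SE 0.50, edgeR, Benjamini-Hochberg adjusted p = 0.0534), also -2.37 with the block. *Pecam1*, which encodes the endothelial protein CD31 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628, minus strand), was at 172 ± 5.92 CPM against 123 ± 46.9 CPM. With a log2 fold change of 0.49 (SE 0.28, edgeR, Benjamini-Hochberg adjusted p = 0.37002), its difference was about the size of the spread among controls, 1 of 3 libraries lay above all controls, and the block gave 0.53.

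Sham TNT against control asked the same question for grafts treated with the empty vector. Of 16858 genes tested, edgeR called 739, of which 176 were higher and 563 lower, with a smallest Benjamini-Hochberg adjusted p of 0.0146. With the replicate block 624 genes were called, 59 higher and 565 lower, 525 of them among the 739, and the correlation of same-numbered libraries was -0.100. The largest increases were those of *Mmp12*, *Itgax* and *Il7r*, with log2 fold changes of 6.71 (SE 1.51), 4.88 (SE 0.82) and 3.84 (SE 0.84), each with 4 of 4 sham TNT libraries above all controls. The largest decreases were those of *Them5* (-3.52, SE 0.48), *Zdhhc2* (-3.29, SE 0.47) and *Etnppl* (-3.18, SE 0.63), with 4 of 4 libraries below all controls. For *Zdhhc2* and *Etnppl*, control replicate 4 lay far above the other controls, at 304 and 84.1 CPM against 154 and 41.8 CPM in the next. Their Benjamini-Hochberg adjusted p-values in the edgeR test were between 0.0228 for *Them5* and 0.0473 for *Mmp12*. The block gave log2 fold changes of 8.42, 5.51, 4.46, -3.66, -3.40 and -3.45 for these genes in the same order, and *Mmp12* and *Il7r* were no longer called.

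Graft only against control measured the effect of injury and grafting without transfection. There, 942 of 16892 tested genes were called by edgeR, 212 higher and 730 lower, and the smallest Benjamini-Hochberg adjusted p was 0.00530. With the replicate block, where only 3 numbers are shared, 0 genes were called and 3985 had an unadjusted p below 0.05. *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499, plus strand) was at 222 ± 46.4 CPM (SD, n = 4) in graft only and at 2.45 ± 3.91 CPM (SD, n = 4) in control, a log2 fold change of 6.52 (SE 1.47, edgeR, Benjamini-Hochberg adjusted p = 0.0377) with 4 of 4 libraries above all controls. *Itgax* rose by a log2 fold change of 4.44 (SE 0.80), also with 4 of 4 libraries above all controls. The largest decreases were those of *Etnppl* (-3.48, SE 0.34), *Them5* (-3.26, SE 0.37) and *Zdhhc2* (-3.21, SE 0.32).

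Many genes were called in more than 1 of the 3 grafted groups against control. In all 3 groups, 45 genes were called higher and 336 lower. The 3 comparisons use the same 4 control libraries, which alone favours overlap. No value for the overlap without a shared effect was computed. Only in the *EFF* TNT group, 12 genes were called higher and 30 lower. Of these 42 genes, 40 were tested directly between *EFF* TNT and sham TNT, where 4 had an unadjusted p below 0.05. Adjusted over these genes alone, the smallest p of that edgeR test was 0.0360 after Benjamini-Hochberg correction, and 0 of them were called when the adjustment covered all genes. These genes were selected for a difference of the same *EFF* TNT libraries from control that was not called in sham TNT, which favours small p-values in the list-alone adjustment.

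Cut no repair against control compared an open gap with uninjured nerve. Of 16852 genes tested, edgeR called 5, all lower, and 2165 had an unadjusted p below 0.05. Same-numbered libraries of these groups correlated at -0.318 across genes, and with the replicate block 0 genes were called while 296 had an unadjusted p below 0.05. Here too only 2 numbers are shared, so the count with the block cannot decide whether calls hold. *Cnmd* (ENSMUSG00000022025, chromosome 14, 79637690 to 79662170, minus strand) fell from 23.9 ± 6.01 CPM (SD, n = 4) in control to 0.318 ± 0.0550 CPM (SD, n = 3), a log2 fold change of -6.16 (SE 0.35, edgeR, Benjamini-Hochberg adjusted p = 0.00531). *Plk5* (ENSMUSG00000035486, chromosome 10, 80356459 to 80365489, plus strand) fell from 90.1 ± 28.5 CPM to 2.02 ± 0.469 CPM, a log2 fold change of -5.48 (SE 0.35, edgeR, Benjamini-Hochberg adjusted p = 0.00684), and control replicate 4 was at 133 CPM where the next control was at 78.3 CPM. *B3gat1* had a log2 fold change of -4.94 (SE 0.42). All 3 cut no repair libraries lay below all controls for these 3 genes, and the block gave -6.11, -5.13 and -5.23. The other two called genes were *Col8a2* and *Zdhhc2*, which fall outside the naming rule here and are named because the count was small, after their values were seen. Between *EFF* TNT and cut no repair, a comparison of treated graft with open gap, 0 of 16913 tested genes were called. There 3087 genes had an unadjusted p below 0.05, and the smallest Benjamini-Hochberg adjusted p in the edgeR test was 0.126.

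The direct comparisons of *EFF* TNT with sham TNT and with graft only asked what the factors added to a graft. Between *EFF* TNT and sham TNT, 0 of 17383 tested genes were called by edgeR, and 211 had an unadjusted p below 0.05. Against graft only, 0 of 17433 genes were called and 204 had an unadjusted p below 0.05. Sham TNT against graft only, which measured the effect of transfection itself, gave 0 of 17093 genes called and 112 with an unadjusted p below 0.05. Same-numbered libraries correlated at 0.313 between *EFF* TNT and graft only and at 0.321 between sham TNT and graft only. Pairs with different numbers ranged from -0.612 to 0.473 and from -0.673 to 0.497. With the replicate block 0 genes were called in both, with 306 and 545 genes at an unadjusted p below 0.05. On simulated data the edgeR test recovered 55.5% of genes changed by a log2 fold change of 2 with 3 libraries against 4. With 4 against 4 it recovered 90.5%. The former simulation took its spread from *EFF* TNT against control, where the common biological coefficient of variation was 0.476. It was 0.317 for *EFF* TNT against sham TNT and 0.312 against graft only. The 55.5% is therefore not the share that these direct comparisons would recover.

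The 13 genes that the study displayed for the direct comparisons gave 0 called genes, with either adjustment, against sham TNT and against graft only. None of them had an unadjusted p below 0.05, which is a count of 0 in both comparisons, and 5 were higher in *EFF* TNT than in sham TNT and 9 higher than in graft only. *Vegfa* was at 161 ± 53.8 CPM (SD, n = 3) in *EFF* TNT, 164 ± 54.8 CPM (SD, n = 4) in sham TNT and 157 ± 54.9 CPM (SD, n = 4) in graft only. *Mfge8* was at 299 ± 96.6, 320.2 ± 20.6 and 277 ± 42.6 CPM in these groups, with graft only replicate 4 at 341 CPM above the next at 261 CPM. *Plau* was at 86.2 ± 16.1, 77.7 ± 28.5 and 75.6 ± 5.97 CPM. *Pecam1* was at 172 ± 5.92, 160.4 ± 25.8 and 181 ± 21.01 CPM, and sham TNT replicate 3 was at 199 CPM where the next was at 151 CPM. *Mbp* was at 3859 ± 1121, 4454 ± 2040.0 and 4069 ± 840.0 CPM, and sham TNT replicate 4 was at 7507 CPM where the next was at 3635 CPM. Log2 fold changes against sham TNT were -0.03 for *Vegfa*, -0.09 for *Mfge8*, 0.16 for *Plau*, 0.11 for *Pecam1*, -0.19 for *Mbp*, 0.04 for *Fli1* and 0.06 for *Foxc2*, with standard errors between 0.13 and 0.36 and edgeR Benjamini-Hochberg adjusted p-values of 1.00. Against graft only they were 0.00067, 0.09, 0.16, -0.09, -0.09, -0.12 and -0.12, with standard errors between 0.11 and 0.30 and adjusted p-values of 1.00, and with the block they were 0.20, -0.087, 0.37, -0.15, -0.31, -0.13 and 0.019. Without the block, each of these differences was smaller than the larger SD of its groups. The displayed muscle genes had far larger standard errors. Against sham TNT their log2 fold changes were -1.78 for *Mybpc1* (SE 2.14), -1.31 for *Myh1* (SE 2.42) and -0.31 for *Cacna1s* (SE 2.19). Against graft only they were -0.74 (SE 1.88), 0.40 (SE 1.78) and -0.03 (SE 1.81) in the same order.

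**Figure D2:**
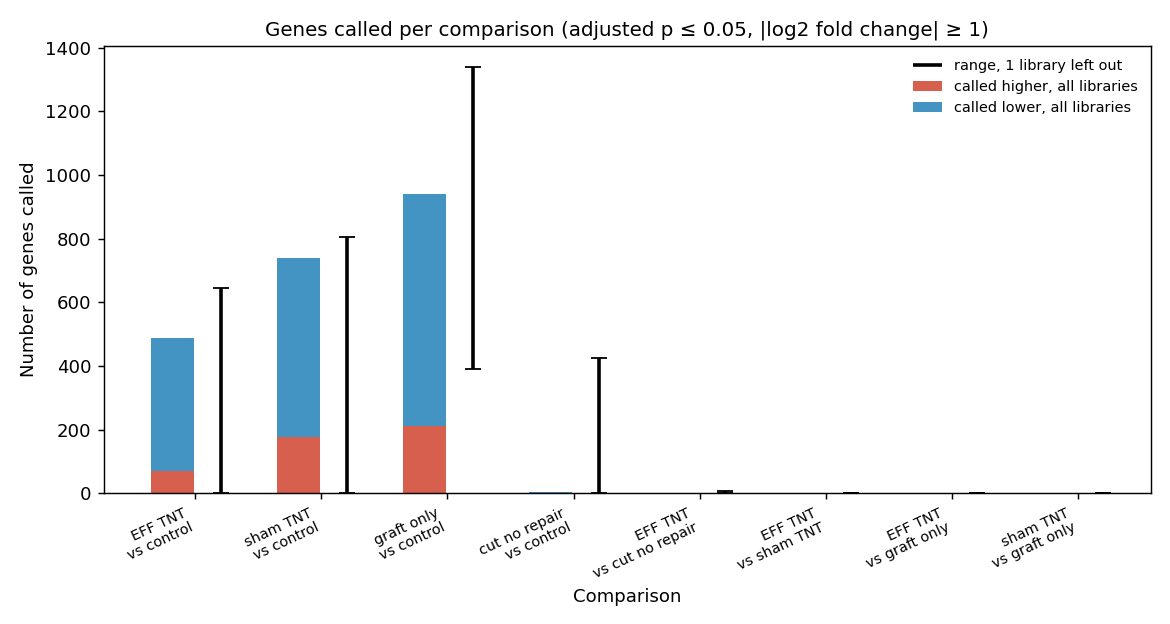
Number of genes called (vertical, adjusted p of at most 0.05 and absolute log2 fold change of at least 1) in each of the 8 comparisons (horizontal), with stacked bars for genes called higher and lower and black lines for the range when 1 library was left out. Bars reach 487, 739 and 942 for *EFF* TNT, sham TNT and graft only against control, with ranges of 0 to 646, 0 to 806 and 389 to 1339, and 0 for the 3 comparisons among grafted groups.

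**Figure D3:**
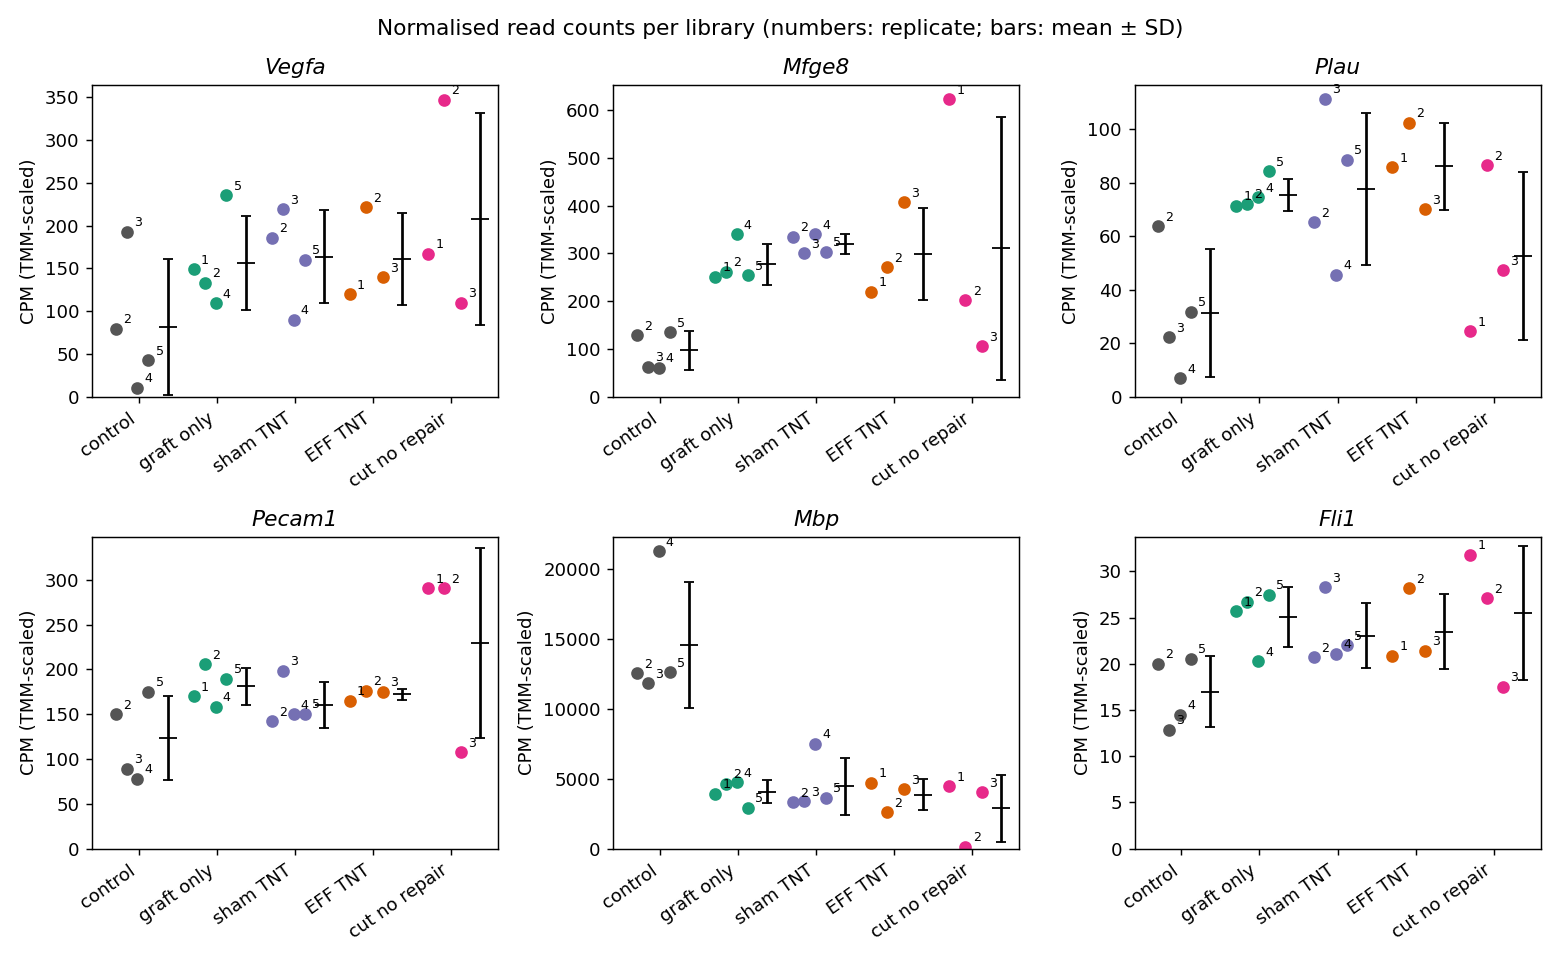
TMM-scaled CPM (vertical, linear from 0) of *Vegfa*, *Mfge8*, *Plau*, *Pecam1*, *Mbp* and *Fli1* in the 5 groups (horizontal), with a point per library, its replicate number, and a black bar for the mean and SD. *Mbp* is at 14574 CPM on average in control and between 3859 and 4454 CPM in the 3 grafted groups, whose points overlap for all 6 genes.

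Marker sets were compared between groups for the tissue components that the study asked about. Of 64 tests with fry, 0 passed a Benjamini-Hochberg adjusted p of 0.05, 17 had an unadjusted p below 0.05, and the smallest adjusted p was 0.0543. The largest movement came from a fit of all 18 libraries, in which 13 of the 55 sets outside the main *EFF* TNT questions passed. The endothelial score was 6.21 ± 0.073 (SD, n = 3) in *EFF* TNT and 5.85 ± 0.44 (SD, n = 4) in control, a difference of 0.37 (fry, Benjamini-Hochberg adjusted p = 0.585, exact permutation p = 0.314), with 1 of 3 libraries above all controls. With the replicate block the difference was 0.32. The myelin score was 8.71 ± 0.42 in *EFF* TNT and 10.25 ± 0.39 in control, a difference of -1.54 (fry, Benjamini-Hochberg adjusted p = 0.0693), with 3 of 3 libraries below all controls and an exact permutation p of 0.0286, the smallest that 3 against 4 libraries allow. The block gave -1.52. The muscle score differed by 1.53, far less than its SD of 5.47 in *EFF* TNT and 5.54 in control (fry, Benjamini-Hochberg adjusted p = 0.890, 0 of 3 libraries above all controls, exact permutation p = 0.743), and by 1.02 with the block.

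Other marker sets differed between *EFF* TNT and control as well. The repair Schwann cell score was higher by 0.76 (fry, Benjamini-Hochberg adjusted p = 0.0543, exact permutation p = 0.0571), the macrophage score by 1.58 (adjusted p = 0.185, exact permutation p = 0.0571), the lymphocyte score by 1.87 (adjusted p = 0.150, exact permutation p = 0.0571) and the adipocyte score by 4.75 (adjusted p = 0.185, exact permutation p = 0.143). In each of these sets 3 of 3 *EFF* TNT libraries lay above all controls. With the block the differences were 0.61, 1.73, 1.51 and 4.11. The adipocyte score had an SD of 3.97 among the 4 controls and 0.35 among the 3 *EFF* TNT libraries.

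In the other groups the myelin score also lay below control. It differed from control by -1.37 in sham TNT (fry, Benjamini-Hochberg adjusted p = 0.0693, 4 of 4 libraries below all controls, exact permutation p = 0.0286) and by -1.46 in graft only (fry, Benjamini-Hochberg adjusted p = 0.0543, 4 of 4 libraries below, exact permutation p = 0.0286). With the block the sham TNT difference was again -1.37, with an adjusted p of 0.00346 in a range of 0.00346 to 0.617 over its 15 alternatives (fry in most, with camera and the exact permutation test among them, all with Benjamini-Hochberg correction). Cut no repair differed from control by -2.99 (fry, Benjamini-Hochberg adjusted p = 0.188, 3 of 3 libraries below all controls, exact permutation p = 0.0286), and by -3.65 with the block. The SD of this score in cut no repair was 3.07, and leaving out 1 library gave differences from -3.93 to -1.32. The muscle score of cut no repair was 11.7 ± 1.19 (SD, n = 3) against 5.06 ± 5.50 (SD, n = 4) in control, a difference of 6.66 (fry, Benjamini-Hochberg adjusted p = 0.311, exact permutation p = 0.114), with 1 of 3 libraries above all controls, and the block gave 3.10. Between *EFF* TNT and cut no repair, the smallest exact permutation p possible is 0.1. It was reached by the macrophage score, higher by 1.47 in *EFF* TNT, the adipocyte score, higher by 3.28, the lymphocyte score, higher by 1.49, and the muscle score, which differed by -4.95. Their fry adjusted p-values with Benjamini-Hochberg correction were 0.0693, 0.0693, 0.102 and 0.311. The SD of the muscle score in *EFF* TNT was 5.25 here, and leaving out 1 library gave differences from -6.58 to -1.86.

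Between *EFF* TNT and sham TNT the endothelial scores were 6.34 ± 0.074 (SD, n = 3) and 6.32 ± 0.17 (SD, n = 4), a difference of 0.02 (fry, Benjamini-Hochberg adjusted p = 0.890, exact permutation p = 0.857). The myelin scores differed by -0.16 (adjusted p = 0.889, exact permutation p = 0.714) and the muscle scores by -0.92 (adjusted p = 0.921, exact permutation p = 0.857), each with 1 of 3 *EFF* TNT libraries below all sham TNT libraries. Against graft only the endothelial score differed by -0.13 (fry, Benjamini-Hochberg adjusted p = 0.594, exact permutation p = 0.286), with 2 of 3 *EFF* TNT libraries below all graft only libraries. The myelin score differed by -0.10 (adjusted p = 0.890, exact permutation p = 0.629) and the muscle score by -1.52 (adjusted p = 0.890, exact permutation p = 0.714), each with 1 of 3 libraries below. With the replicate block these differences from graft only were -0.16, -0.28 and -2.54. Sham TNT and graft only differed by -0.14 in the endothelial, 0.07 in the myelin and -0.58 in the muscle score. Without the block, each of these differences was smaller than the larger SD of the groups compared. The endothelial difference of -0.16 with the block was slightly larger than the SD of 0.154 in graft only.

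**Figure D4:**
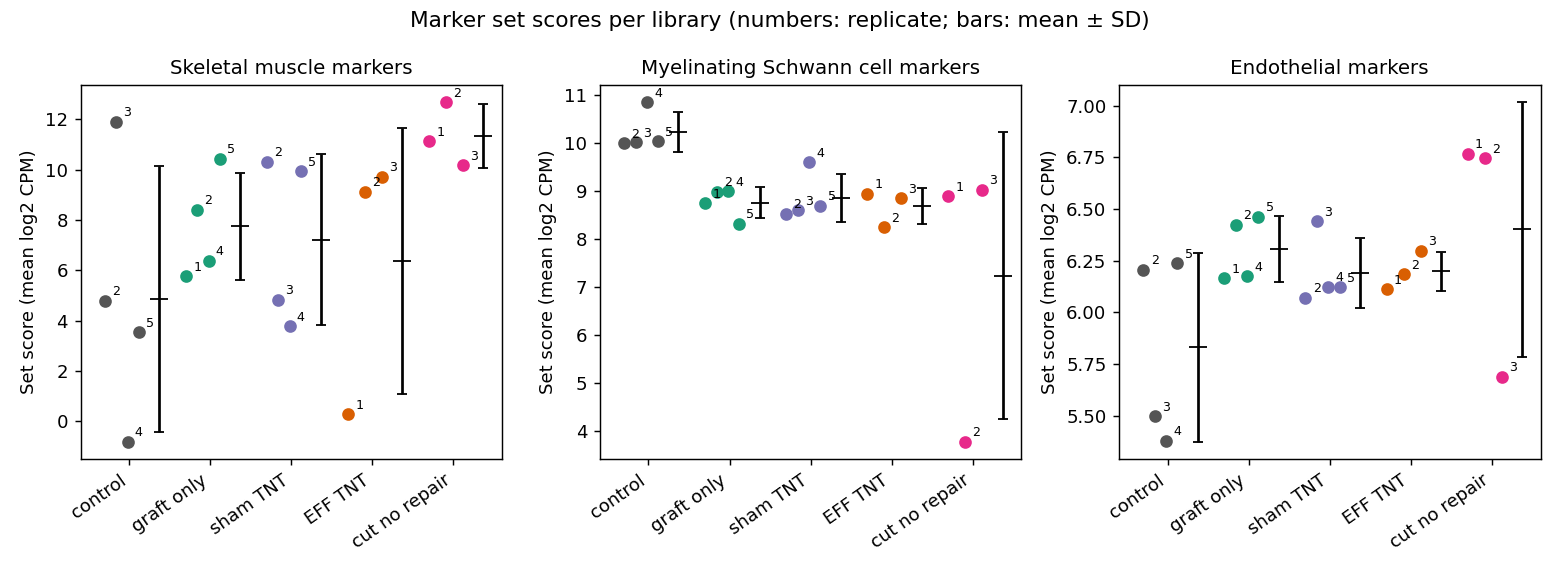
Scores of the skeletal muscle, myelin and endothelial marker sets (vertical, mean log2 CPM over the set) in the 5 groups (horizontal), with a point per library, its replicate number, and the mean with its SD as a black bar. Muscle scores span from -0.81 to 11.9 among the control libraries, while the myelin scores of all grafted libraries lie below those of the 4 controls.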

Values the study reported

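The study compared each group of nerves with control nerves and counted the genes that differed. For *EFF* TNT it reported 1647 genes higher and 1200 lower than in control. For sham TNT it reported 1726 higher and 1220 lower, for graft only 1747 higher and 1250 lower, and for the injured nerves without repair 1632 higher and 860 lower.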

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

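The tests of a second muscle gene list, of sequencing depth and of the myelin and endothelial relations were chosen only after the results were seen, while those of a mislabelled library and of the treatment group were chosen earlier. In the 3 groups of 4 libraries, 111 sets of values were examined for a single library far from the other libraries, by the gap to the nearest library as a share of the group's whole range. A gap above the 95% limit of Dixon's test was found in 17 of them, where 5.55 are given by chance. Groups of 3 libraries were not examined in this way. Many of the 17 belong to the same few libraries and to related genes, so they are not 17 independent findings.

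Control replicate 3 stood apart in 4 values. Its mitochondrial share of counts was 8.29%, against 2.52% in the nearest control, a gap of 0.919 of the range. *Myh1* was at 4601 CPM against 9.10 CPM (0.998 of the range), *Cacna1s* at 949.7 CPM against 10.4 CPM (0.993) and *Mybpc1* at 579 CPM against 21.99 CPM (0.962). The last 3 are muscle genes. In the muscle marker set the same library scored 11.9, against 4.79, -0.81 and 3.53 in control replicates 2, 4 and 5.

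For the muscle signal, RNA of muscle tissue mixed into some libraries was tested with a second list of muscle genes that shares no gene with the first. Over the 18 libraries its score followed the muscle score with a Pearson r of 0.994 (permutation p = 1e-05, the smallest they can give, adjusted p = 5.5e-05) and a Spearman rho of 0.994 (permutation p = 1e-05, adjusted p = 3.67e-05). Without the 2 libraries farthest from the median, r was 0.994. The mitochondrial share also followed the muscle score, with an r of 0.785 (permutation p = 0.00015, adjusted p = 0.00055), a rho of 0.942 (permutation p = 1e-05, adjusted p = 3.67e-05) and an r of 0.819 without those 2 libraries. Sequencing depth did not account for it, with an r of 0.263 between total count and muscle score (permutation p = 0.291, adjusted p = 0.381), a rho of 0.286 (permutation p = 0.248, adjusted p = 0.303) and an r of 0.233 without the 2 farthest libraries. The adjusted values cover the family of 11 relations with the Benjamini-Hochberg method.

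A mislabelled library was tested with 100 genes, those of smallest p among genes lower in the sham TNT and graft only libraries than in the other 3 controls. The scale ran from 0 for the mean of the sham TNT and graft only libraries to 1 for the mean of the other controls. On it, control replicate 3 lay at 0.832. Its score was 5.56, against 5.68 to 6.31 in the other controls and 3.69 to 4.395 in the sham TNT and graft only libraries. Control replicate 3 is therefore not placed with sham TNT or graft only nerves by these genes. The cut no repair and *EFF* TNT libraries did not enter this test, so a swap with them was not examined. Over all 18 libraries a permutation test of the F ratio (1.30) of the muscle score over the 5 groups gave a permutation p of 0.320. That test does not bear on a spread within a group, which the treatment group cannot explain, and it does not exclude a difference in muscle score between groups. The second gene list shows only that muscle transcripts as a whole vary together, as any source of them would give, so the source of the muscle RNA in control replicate 3 was not determined.

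Control replicate 4 stood apart in 5 values, all of them high. Its myelin score was 10.86 against 10.05 in the nearest control (0.950 of the range), and *Mbp* was at 21274 CPM against 12628 CPM (0.915). *Zdhhc2* was at 304 CPM against 154 CPM (0.983), *Etnppl* at 84.1 CPM against 41.8 CPM (0.892) and *Plk5* at 133 CPM against 78.3 CPM (0.918). Sham TNT replicate 4 stood apart in 3 values. Its myelin score was 9.60 against 8.70 in the nearest sham TNT library (0.848), *Mbp* was at 7507 CPM against 3635 CPM (0.920) and *Cnmd* at 6.31 CPM against 1.80 CPM (0.866).

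Less RNA of other tissues in these libraries was tested over the 11 grafted libraries, where a library with less muscle or fat RNA would show a higher myelin score. The myelin score fell with the adipocyte score, with an r of -0.620 (permutation p = 0.0396, adjusted p = 0.0870), a rho of -0.691 (permutation p = 0.0226, adjusted p = 0.0498) and an r of -0.527 without the 2 farthest libraries. With the muscle score r was -0.556 (permutation p = 0.0768, adjusted p = 0.121), rho was -0.6 (permutation p = 0.0567, adjusted p = 0.104) and r without the 2 farthest libraries was -0.361. Total count gave an r of -0.240 (permutation p = 0.485, adjusted p = 0.485), a rho of -0.291 (permutation p = 0.388, adjusted p = 0.427) and an r of -0.246. The adjustment was again that of Benjamini-Hochberg over the 11 relations. Single libraries go against either tissue alone as the whole explanation for sham TNT replicate 4. Sham TNT replicate 5 had a lower adipocyte score (7.17 against 7.57) and a myelin score of only 8.70, and *EFF* TNT replicate 1 had a lower muscle score (0.29 against 3.78) and a myelin score of 8.95. No grafted library was lower than sham TNT replicate 4 in both scores, so less RNA of both tissues together cannot be told apart from other explanations. Control replicate 4 is not among the 11 libraries of these tests, and no biological explanation was tested for a difference within a group.

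Sham TNT replicate 3 stood apart in endothelial values. Its endothelial score was 6.44 against 6.12 in the nearest sham TNT library (0.856 of the range), and *Pecam1* was at 199 CPM against 151 CPM (0.851). More fat RNA in this library was tested through the relation of the endothelial with the adipocyte score over the 11 grafted libraries, with an r of 0.569 (permutation p = 0.0689, adjusted p = 0.121) and a rho of 0.564 (permutation p = 0.0747, adjusted p = 0.117). Without the 2 libraries farthest from the median r was -0.0346, so the relation rests on those libraries. Total count gave an r of -0.277 (permutation p = 0.405, adjusted p = 0.445), a rho of -0.0727 (permutation p = 0.837, adjusted p = 0.837) and an r of -0.143 without the 2 farthest libraries. Fat RNA therefore cannot be told apart from other explanations, and depth did not account for the values. No biological explanation was tested.

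The remaining 3 values belong to libraries that stood apart once. Control replicate 5 had 19630225 counts, against 22555213 in the nearest control (0.864 of the range). *Mfge8* was at 341 CPM in graft only replicate 4, against 261 CPM in the nearest library (0.888), and *Plk5* at 22.5 CPM in graft only replicate 2, against 10.5 CPM (0.943). No explanation, technical or biological, was tested for them. Given that 5.55 such values are given by chance, single ones carry little weight.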

How the results depend on the processing

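Of the tests in this part, those with a covariate for the muscle score and with voom and sample quality weights were chosen only after the data had been seen. Of the 162 recomputed counts of called genes in the 8 comparisons, 114 lay within a factor of 1.5 of the reported count and 48 did not. The cause was not tested for the changes given here, except that muscle RNA was tested for the DESeq2 counts with cut no repair libraries.

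Against control, DESeq2 called 1521 genes for *EFF* TNT, 1718 for sham TNT, 1816 for graft only and 729 for cut no repair, and voom with sample quality weights called 1473 for *EFF* TNT, 1726 for sham TNT and 4120 for cut no repair. The reported counts were 487, 739, 942 and 5. An absolute log2 fold change of at least 2 left 169, 250 and 303 genes for the grafted groups. The replicate block gave 0 genes for *EFF* TNT, with 1494 at an unadjusted p below 0.05, 0 for graft only, with 3985, and 0 for cut no repair, with 296. The correlation of same-numbered libraries in graft only against control was -0.0528, and in the comparisons of *EFF* TNT with cut no repair and with sham TNT it was -0.0487 and -0.0812. The covariate for libraries with *Xist* gave 269 genes for sham TNT and 2 for cut no repair. For cut no repair against control the fit of all 18 libraries called 1359 genes, no low-count filter 127, limma-trend on FPKM 118 with a pseudocount of 1 and 170 with 0.1, and the muscle covariate 2. Directions in this comparison differed, with 2111 higher and 2009 lower with voom, 330 and 1029 in the fit of all 18 libraries, and 82 and 647 with DESeq2. Without the low-count filter they were 0 and 127, and on FPKM 0 and 118 or 1 and 169. For *EFF* TNT against cut no repair, where 0 were reported, DESeq2 called 1064 genes, voom 3670, no low-count filter 15 and the fit of all 18 libraries 1. For *EFF* TNT against sham TNT, DESeq2 called 3 genes and the muscle covariate 1. On simulated data with 3 libraries against 4, 35.4% of the DESeq2 calls were unchanged genes. For limma-trend on FPKM with a pseudocount of 1 this was 8.40%. Only 200 genes were changed there. Such shares depend on how many genes change, so they do not give the share of false calls in the counts above.

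Leaving out 1 library gave 0 to 646 genes for *EFF* TNT against control, 0 to 806 for sham TNT, 389 to 1339 for graft only, 0 to 424 for cut no repair and 0 to 7 for *EFF* TNT against cut no repair. For *EFF* TNT against control 6 of 7 such fits called 0 genes, with 2231 to 4168 genes at an unadjusted p below 0.05. *EFF* TNT against sham TNT gave 0 genes in its other 18 alternatives, with 25 to 1452 at an unadjusted p below 0.05. *EFF* TNT against graft only and sham TNT against graft only gave 0 genes under every alternative, with 83 to 906 and 64 to 1720 genes at an unadjusted p below 0.05.

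The share of called genes that were lower than control also moved. In *EFF* TNT it was 85.8% as reported, 58.4% with DESeq2 (632 higher, 889 lower), 58.3% in the fit of all 18 libraries (299 and 418), 56.8% with voom (636 and 837), 75.4% and 74.8% on FPKM with pseudocounts of 1 and 0.1 (131 and 401, 169 and 501) and 74.6% at the larger fold change (43 and 126). In sham TNT it was 76.2% as reported, 51.7% with DESeq2 (830 and 888), 53.2% in the fit of all 18 libraries (438 and 498), 51.7% with voom (833 and 893), 90.5% with the block (59 and 565), 65.7% and 65.1% on FPKM (217 and 415, 329 and 614) and 59.6% at the larger fold change (101 and 149). In graft only it was 77.5% as reported, 50.9% with DESeq2 (891 and 925), 59.1% in the fit of all 18 libraries (396 and 573), 53.9% with voom (589 and 688), 61.9% with the *Xist* covariate (449 and 729), 65.5% and 63.4% on FPKM (244 and 463, 404 and 701) and 64.7% at the larger fold change (107 and 196).

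Of the study's displayed genes for *EFF* TNT against control, 0 were called as reported, with 22 at an unadjusted p below 0.05. The count was 9 in the fit of all 18 libraries, 14 with DESeq2, 11 with voom, 4 on FPKM with either pseudocount, 2 with 10 counts in every library, 2 with the *Xist* covariate, and 1 each without the low-count filter, with the muscle covariate and without a fold change threshold. Leaving out 1 library gave 0 to 1. The filter of 10 counts in every library tested 29 of the 39 genes, and 11 and 12 of the 13 genes in the direct comparisons with sham TNT and graft only. It gave no value for *Myh1* against control and sham TNT, for *Mmp12* and *Itgax* in sham TNT and graft only, for *Il7r* in sham TNT, or for *Cnmd* and *B3gat1* in cut no repair.

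Among the 55 other tests of marker sets, 0 passed as reported, 13 in the fit of all 18 libraries, 4 with RLE size factors, 4 on FPKM with a pseudocount of 1, 1 with the block and 0 to 5 with 1 library left out. In 333 recomputed values of the 23 other named sets, 303 stayed on their side of the threshold with the same direction and 30 came to pass it, 8 of these with 1 library left out. Endothelial, myelin and muscle scores in the 3 comparisons of *EFF* TNT with control, sham TNT and graft only kept direction and side of the threshold in 111 of 126 recomputed values. Against sham TNT, the block gave -0.033 for the endothelial score, reported as 0.02, and 1.85 for the muscle score, reported as -0.92. With 1 library left out, the ranges that crossed zero were -0.024 to 0.10 for the endothelial, -0.31 to 0.083 for the myelin and -2.65 to 2.25 for the muscle score against sham TNT, -0.25 to 0.14 for the myelin and -3.25 to 1.65 for the muscle score against graft only, and -0.45 to 4.64 for the muscle score against control.

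Of 849 recomputed values of named genes, 669 kept direction and side of the threshold, 129 no longer passed (97 of them with 1 library left out), 13 came to pass and 38 reversed. Against control, *Foxc2* was 0.014 with the block, and *Myh1* was 0.47 on FPKM with a pseudocount of 0.1, 3.41 with voom and -6.30 to 4.58 with 1 library left out. Against sham TNT, *Fli1* was -0.00027 with the *Xist* covariate, *Foxc2* was -0.096 with the block and -0.017 with the muscle covariate, *Vegfa* was 0.0071 with the muscle covariate and 0.14 with voom, *Mfge8* was 0.046 and *Plau* -0.026 with the block. The ranges with 1 library left out were -0.099 to 0.15 for *Fli1*, -0.18 to 0.19 for *Foxc2*, -0.31 to 0.15 for *Vegfa*, -0.37 to 0.076 for *Mfge8*, -0.032 to 0.39 for *Plau* and -0.38 to 0.18 for *Mbp*. Against graft only, *Fli1* was 0.00076 with voom, *Foxc2* was 0.019 and *Mfge8* -0.087 with the block, *Vegfa* was -0.052 with the *Xist* covariate, and *Myh1* was -0.086 and -0.44 on FPKM with pseudocounts of 1 and 0.1. There the ranges were -0.37 to 0.018 for *Foxc2*, -0.28 to 0.28 for *Vegfa*, -0.20 to 0.25 for *Mfge8*, -2.15 to 1.27 for *Myh1* and -0.28 to 0.14 for *Mbp*.

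Depth limits the delivered factor *Etv2*, with 0 counts in 18 libraries and a floor of 0.115 to 0.188 CPM, so transcripts below that abundance were not detectable.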

Other observations

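The tests of the scaling of the libraries, of X chromosome homologs, of a graft donor of the other sex, of the omission of control replicate 3 and of the muscle order of other splits were chosen only after the results were seen.

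In *EFF* TNT against control, 1 of the 12 splits of the 7 libraries that part as many same-numbered pairs, the real one, gave as many called genes. For the displayed genes with adjustment over the list alone, it was also 1 of 12. In sham TNT against control and in graft only against control it was 1 of 8 each, and in cut no repair against control 2 of 12. For *EFF* TNT against cut no repair, 4 of 4 splits gave as many, for *EFF* TNT against sham TNT and against graft only 12 of 12, and for sham TNT against graft only 8 of 8, because a reported count of 0 is reached by every split. Numbers of genes at an unadjusted p below 0.05 in these comparisons were 3087, 211, 204 and 112. Over all splits, 1 of 10, 30 of 35, 30 of 35 and 35 of 35 reached as many such genes. Among splits that part as many same-numbered pairs, these were 1 of 4, 10 of 12, 11 of 12 and 8 of 8. Over all 35 splits, without regard to replicate numbers, only the real split (1 of 35) reached the count in each of *EFF* TNT, sham TNT and graft only against control, while 2 reached the list-alone count and 4 the count of cut no repair against control. The other splits, 23, 23, 27, 27, 23, 6, 23, 23 and 27 in the same order, part different numbers of same-numbered pairs. Among splits that part as many same-numbered pairs no comparison here can give a share under 0.05, so the restricted numbers alone cannot exclude a chance result.

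In 3 comparisons a split other than the real one gave over 100 more called genes than the real one. Control replicate 3 with cut no repair replicates 1 and 2 against the remaining libraries gave 1561 called genes where the real split gave 5. Sham TNT replicates 3 and 4 with *EFF* TNT replicate 1 gave 474 where the real split gave 0, with 211 at an unadjusted p below 0.05. Graft only replicates 1 and 4 with sham TNT replicates 3 and 4 gave 455 where the real split gave 0, with 112. Each of these splits separated the libraries by muscle score without overlap, in 3 of 3 comparisons, so a split by muscle RNA may explain them.

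The DESeq2 counts for the cut no repair libraries were examined for muscle RNA. Genes whose log2 CPM correlated with the muscle score at an absolute r of 0.8 or more across the 8 sham TNT and graft only libraries made up 41.1% of the DESeq2 calls in *EFF* TNT against cut no repair and 8.80% of the genes tested, a ratio of 4.67. In cut no repair against control the ratio was 0.451. Muscle RNA may therefore explain a part of the calls in the former comparison, while in the latter such genes were under-represented among the calls.

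More genes were called lower than higher in *EFF* TNT against control, 85.8% of the 487. Gene length gave a difference of 4.77 percentage points in the share lower between short and long genes, with 80.9%, 89.8% and 85.6% lower in 3 equal classes from short to long, so gene length does not account for it. RLE scaling moved the share by 0.253 points, but it also hardly moved the median log2 fold change of all tested genes (-0.0448 with TMM and -0.0375 with RLE), so scaling could not be excluded. Genes that DESeq2 called higher had a median SD of log2 CPM among the controls of 0.815, against 0.428 for those called lower, a ratio of 1.90, while the SDs among *EFF* TNT libraries were 0.314 and 0.344. Larger spread among the controls may thus have kept higher genes from being called. Of the genes at an unadjusted p below 0.05, 61.9% were lower. No biological explanation was tested.

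More than 2 Y chromosome gene counts were found in 2 of the 9 libraries that express *Xist*, with 70 counts in *EFF* TNT replicate 1 and 24 in graft only replicate 5. Reads of X chromosome homologs do not account for them, since the other libraries with *Xist* had at most 2 such counts. Carry-over from a library with Y reads into *EFF* TNT replicate 1 was examined through the muscle marker genes, such as *Ckm*. That excluded all but 1 of the 9 such libraries, control replicate 5, for which a carry-over of 1.72% of the library would bring 6.86 *Ckm* counts where 3 were observed. Of the 20 muscle genes, *Myh4* speaks most against that library, with 21.2 counts implied and 8 observed, and its exact Poisson p, multiplied by the 20 genes, was 0.0193, which a limit of 0.05 would exclude and the stricter limit of 0.01 used in the test does not. Cells of a graft donor of the other sex were tested with Fisher's exact test. Of the libraries with *Xist*, 2 of 6 grafted and 0 of 3 others had more than 2 Y gene counts. Fisher's exact p was 0.5. The smallest p these numbers allow, 0.0833, would need both libraries to be ungrafted, which is against the donor explanation. The result was already the most extreme one in the donor direction, so this test could not have given support to donor cells. Carry-over from control replicate 5 is therefore poorly supported but not excluded, and donor cells were neither shown nor excluded.

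Control replicates 3 and 4, which express *Xist*, had lower adipocyte scores than replicates 2 and 5. Sex was tested in the 11 grafted libraries, where the score differed by 0.35 between 6 libraries with *Xist* and 5 without, with an exact permutation p of 0.498. That test says nothing about uninjured nerves, where the 2 controls with *Xist* both scored lower than the 2 without, so sex cannot be excluded as an explanation there.

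Counts of called genes in the comparisons with control fell when some libraries were left out and rose when others were. Omission of the muscle-rich control replicate 3 gave the highest count in 2 of the 4 comparisons with control, which does not show why counts fell without other libraries. On simulated data the edgeR test recovered 55.5% of changed genes with 3 libraries against 4 and 26.5% with 3 against 3. These simulations took means and spread from different comparisons, so they do not show what fewer libraries alone would do. For *EFF* TNT against control the highest count, 646, came without it, at a smallest adjusted p of 0.0441 in the edgeR test with Benjamini-Hochberg correction.

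In *EFF* TNT against control, 487 genes were called. The study's own count was higher. In sham TNT against control, 739 were called. The study's own count was higher here too. In graft only against control, 942 were called. There the study's own count was again higher. In cut no repair against control, 5 were called. The study's own count was much higher. The study used DESeq2. Its methods give a fold change cutoff of 2, and its figure legend an absolute log2 fold change of at least 2. Which of them gave its counts is not known. Here DESeq2 with the thresholds used here called 1521, 1718, 1816 and 729 genes. Of these, 632, 830, 891 and 82 were higher and 889, 888, 925 and 647 lower. The study reported more genes higher than lower in each of these comparisons, so use of the same tool did not reproduce its counts or their balance.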
